A study of Synechocystis sp. PCC 6803 with 6 samples. Its data were reported in "Erythromycin mediates co-flocculation between cyanobacterium Synechocystis sp. PCC 6803 and filamentous fungi in liquid cultivation without organic compounds" (2024).

How the data were processed

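Total RNA of wild-type Synechocystis, a unicellular freshwater cyanobacterium, was sequenced from axenic suspended cells grown for 7 days in BG11, a mineral medium for cyanobacteria, with or without erythromycin (EM). EM is a macrolide antibiotic that blocks the exit tunnel of the large ribosomal subunit. The labels give a concentration of 5 µM EM for the treated cultures. Each group comprised 3 cultures, and groups and replicate numbers were taken from the sample titles.

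According to the methods of the study, RNA was extracted with TRIzol after bead milling and treated with DNase, ribosomal RNA was depleted, and strand-specific libraries were sequenced as read pairs on an Illumina instrument. Reads were trimmed with fastp and assigned by Salmon to the features of the ASM972v1 assembly. The Salmon version and its settings are not given in the sources used here. The authors deposited 1 Salmon table per library, without pooling of replicates. Each table lists 3514 features by GenBank protein identifier, with the length, the effective length, the estimated count and the TPM. The estimated counts deposited by the authors are not normalized. The deposited TPM values are those counts divided by the effective length and scaled to 1000000 per library. The effective lengths were identical in all 6 libraries, and for 2981 features (84.8%) they equalled the length minus 250 bases, so TPM is unstable for the shortest features and TPM was summarised over the 2521 features of at least 500 bases. The estimate was fractional (further than 0.0005 from a whole number) in at least 1 library for 193 features (5.49%), which marks reads shared between similar features. No row was without an identifier.

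None of the 3514 identifiers (0) occurred in the reference gene table used here, which holds another assembly of the strain (ASM28445v1). None of them (0) had the slr, sll or ssr form in which the study named its genes. Features are therefore given by identifier without gene names or coordinates. At most 2 that rose and 2 that fell are named by a fixed rule. BAD01910 is named as well and was chosen after its values were seen. The comparison of the 21 genes listed by the study, the gene sets (ribosomal proteins, photosystems, phycobilisome, ATP synthase, chaperones and proteases, type IV pilus, transposases, minor pilin operon) and a correction for GC content had been planned before the data were examined and are not analysed here.

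Estimated counts were rounded to whole numbers. Features were filtered with filterByExpr by group (minimum count 10, minimum total 15), libraries were scaled by TMM factors, and groups were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (robust dispersion, no covariate). P values were adjusted by the Benjamini-Hochberg method (false discovery rate, FDR). A feature was called changed at an FDR under 0.05 and an absolute log2 fold change over 1, the thresholds of the study. The study used DESeq2, which was run as an alternative. Fold changes are EM-treated over untreated. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of F. A prior count of 0.125 enters the fitted fold changes, so for a feature at 0 in every library of a group a lower bound was computed instead, with 3 counts over the group in place of 0. CPM values are counts per 1000000 on TMM-scaled library sizes unless called unscaled. Per-library summaries were compared between groups by a two-sided exact permutation test, for which 3 against 3 libraries allow no p below 0.1. There were 11 such measures, and the Benjamini-Hochberg adjusted p was 0.1 for each. The labels give no sequencing or library batch.

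Apart from BAD01910, the named features were fixed by rule before the data were examined. They had the largest positive and the largest negative fitted log2 fold changes among eligible called features. Eligible features had CPM that did not overlap between groups and a mean CPM of at least 10 in the higher group. The rule took 5 per direction, of which the first 2 are printed. It also took the 5 features with the largest mean share of counts in each group, which are summarised without identifiers.

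The edgeR procedure was tested on simulated data with the real library sizes, the mean composition of the 6 libraries and the dispersion of each group (0.00659 without EM and 0.0845 with EM). Of 200 features with a simulated log2 change of 2, 198 were called with the right sign among 3508 tested, along with 5 unchanged features. The 200 were drawn only from features with a minimum expected count in the smallest library, with equal numbers up and down. Both simulated groups otherwise had the same composition. The test therefore does not cover features with few counts, nor the scaling of groups whose compositions differ as widely as here. With no simulated change, edgeR called 0 features, while 319 of the 3508 had an unadjusted p under 0.05, more than the nominal share.

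Total counts ranged from 137655 to 19777252 per library. A count of 0 allows up to 3 counts, which corresponds to between 0.152 and 0.959 unscaled CPM in the libraries without EM and between 10.1 and 21.8 unscaled CPM in those with EM. These limits cover counting error only. The libraries carry no molecular identifiers in the tables used here.

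Alternatives to the main fit were other scalings (median-of-ratios size factors, total counts, upper quartile), no filter, the 10 most abundant features left out, DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), the replicate number as a block, FDR alone, glmTreat and leaving out each library. Chosen after seeing the data were thinning of the libraries without EM, features of at least 500 bases, features with whole estimates only, all features for the length and TPM summaries, and limma-voom with 1 variance per group.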

Results

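Transcripts of axenic Synechocystis grown as suspended cells were compared with and without EM. The comparison asks which genes respond to EM in the absence of fungi. There were 3 libraries per group, each from a separate culture of 7 days, and each library listed an estimated read count for 3514 features.

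The depth of the groups differed widely. The libraries without EM held 3127662, 13044708 and 19777252 counts for replicates 1, 2 and 3. The EM-treated libraries held 147437, 137655 and 297532 counts. The mean total was 61.7 times higher without EM. The exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. The depths of the groups did not overlap, so no comparison between libraries of equal depth could be made without thinning. A feature had a median of 665.5 to 4223.5 counts in the libraries without EM and of 5.5 to 15 counts in the EM-treated libraries. Counts of 0 were found for 0.114% ± 0.0285 (SD, n = 3) of the features without EM and for 9.51% ± 4.72 (SD, n = 3) with EM. A feature at 0 with EM is not detectable at this depth and cannot be called absent.

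**Figure D1:**
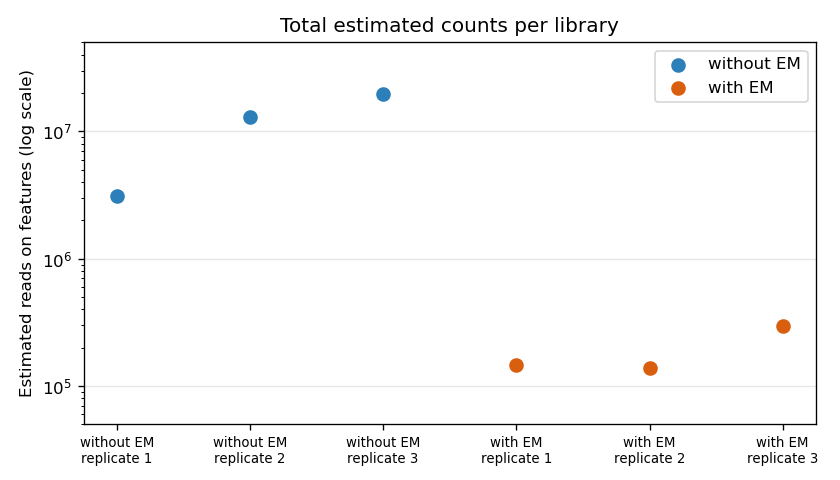
Total estimated counts on features (log axis) for each of the 6 libraries, 1 point per library. The 3 libraries without EM lie between 3127662 and 19777252 counts, and the 3 EM-treated libraries lie between 137655 and 297532.

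Replicates were more alike than groups. Across features, Spearman's rho of the counts was 0.985 to 0.998 within the 3 pairs of libraries without EM and 0.820 to 0.903 within the 3 pairs of EM-treated libraries. It was 0.140 to 0.220 for the 9 pairs between the groups. Features are not independent replicates, so these values describe the libraries only. No pair of replicates agreed within sampling noise. Their chi-square statistic per degree of freedom, over features with at least 20 counts in the pair, was 3.69 or more, so no pair had the values of 1 library deposited again. In a principal component analysis of 3509 features, the first component held 72.3% of the variance. It placed the libraries without EM between -92.9 and -88.0 and the EM-treated libraries between 61.4 and 137. The share rose most, to 93.8%, when log2(TPM + 1) replaced scaled log2 CPM. The second component (18.3%) separated EM-treated replicate 2 (79.6) from EM-treated replicates 1 (-70.2) and 3 (-42.7).

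The distribution of transcript levels also differed between the groups. Among the 2521 features of at least 500 bases, the median TPM was 105 ± 2.01 (SD, n = 3) without EM and 6.49 ± 1.29 (SD, n = 3) with EM. TPM sums to 1000000 in every library. Features under 500 bases took 69.0% ± 0.128 (SD, n = 3) of it without EM and 92.6% ± 0.595 (SD, n = 3) with EM. The 10 features with the highest TPM in each library took 7.20% ± 0.819 (SD, n = 3) and 67.1% ± 3.03 (SD, n = 3). The 75th percentile was 1.44, 1.54 and 1.51 times the 25th percentile in replicates 1, 2 and 3 without EM. With EM it was 6.29 ± 0.857 (SD, n = 3) times the 25th percentile. All 3 EM-treated values were above all 3 untreated values (exact two-sided permutation p = 0.1, the smallest possible). These ratios rose to 2.16 without EM and 10.98 with EM when features under 500 bases were included. The SD across features of the mean log2(TPM + 1) was 0.54 without EM and 1.76 with EM. Across these features, the mean TPM of the groups was not positively related (Spearman's rho -0.081).

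**Figure D2:**
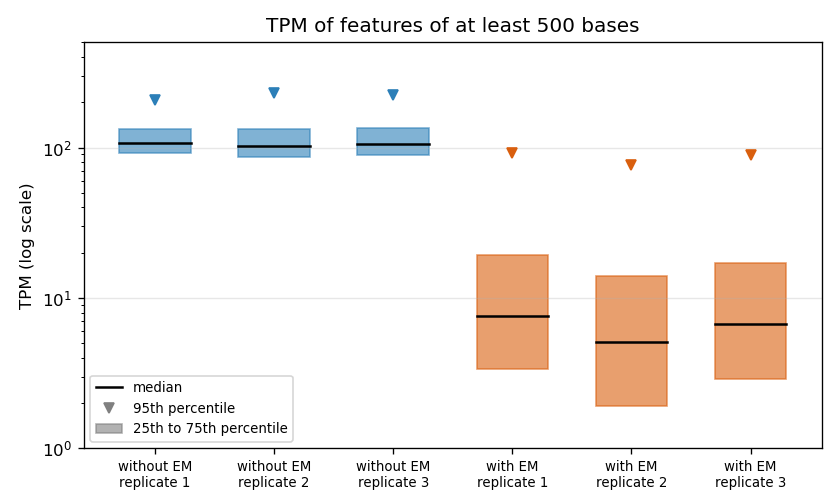
TPM (log axis) of the 2521 features of at least 500 bases in each library, with the 25th to 75th percentile as a box, the median as a line and the 95th percentile as a triangle. The boxes without EM span a 1.44-fold to 1.54-fold range, and the EM-treated boxes span a 5.67-fold to 7.26-fold range.

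Counts followed the length of the feature more closely without EM. For features of at least 500 bases, Spearman's rho between counts and length across features was 0.856, 0.815 and 0.826 in replicates 1, 2 and 3 without EM. It was 0.202, 0.188 and 0.190 in EM-treated replicates 1, 2 and 3. The group means of 0.832 ± 0.0212 (SD, n = 3) and 0.193 ± 0.00732 (SD, n = 3) differed by more than the spread between replicates (exact two-sided permutation p = 0.1, the smallest possible). Thinning the libraries without EM to 137655 counts, the total of the smallest library, left a mean rho of 0.788. The median unscaled CPM rose from 158, 157 and 158 in the class of 500 to 750 bases to 1106, 1099 and 1113 in the class of at least 3000 bases in replicates 1, 2 and 3 without EM. Between the same classes it rose from 50.9 to 176, from 36.3 to 145 and from 43.7 to 155 in EM-treated replicates 1, 2 and 3.

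**Figure D3:**
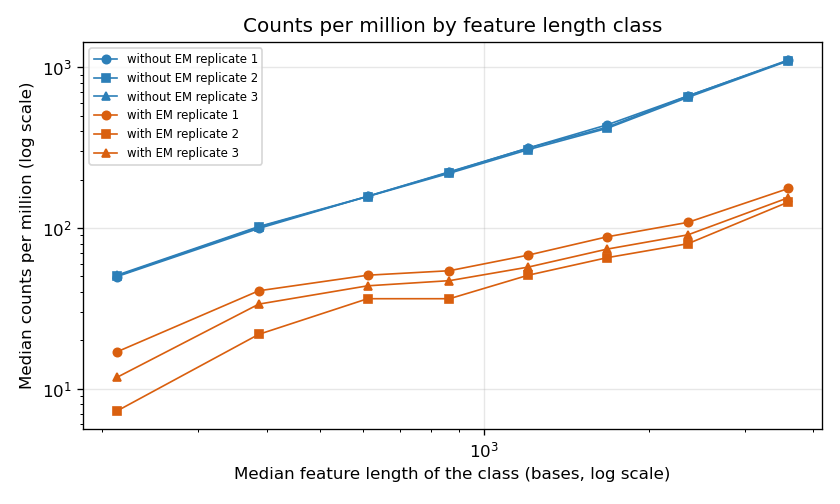
Median unscaled CPM (log axis) against the median feature length of 8 length classes (bases, log axis), 1 line per library. The 3 lines without EM lie nearly on each other and reach 1099 to 1113 in the longest class, above the EM-treated lines at 145 to 176.

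The most abundant features were not the same in the groups. The 10 most abundant features of each library took 3.67% ± 0.108 (SD, n = 3) of the counts without EM and 33.5% ± 2.19 (SD, n = 3) with EM. The 5 features with the largest mean share summed to 2.04% of the counts without EM and to 22.0% with EM. The lists of 5 had 0 features in common. Without EM, 2 of the 5 were longer than 3000 bases and 0 were shorter than 500 bases. With EM, 0 were longer than 3000 bases and 2 were shorter than 500 bases.

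Differential expression was tested for 3509 features, and 2215 of them (63.1%) were called changed by the edgeR quasi-likelihood test. Scaled counts of 929 features were higher and those of 1286 features were lower with EM. The libraries without EM had the nearly even signal described above, and genomic DNA among their reads was not excluded (see Other observations). A call is therefore a difference between the libraries and need not be a response of transcription to EM. At an FDR under 0.05 alone, 2547 features passed, 1083 higher and 1464 lower. The CPM of the groups did not overlap for 2164 of the 2215 called features (97.7%). Over all tested features this share was 76.9%, where chance gives 10% for 3 against 3 libraries. More than a 2-unit log2 change was found for 570 of the higher and 752 of the lower features. Of the called features, 77 were at 0 in all 3 EM-treated libraries, where fitted fold changes depend on the prior count. With 3 counts over the group in place of 0, 70 of the 77 were still lower by more than 1 log2 unit, and 726 features were lower by more than 2. DESeq2 called 2246 features, 911 higher and 1335 lower.

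The split between higher and lower calls depended on the scaling. The median log2 fold change of all tested features was -0.42 with TMM factors, also with features at 0 in a group set at their bound, and -2.17 when only total counts were used. With total counts only, 349 features were higher and 2462 were lower, so that 12.4% of the calls were higher in place of 41.9%. The limma test on log2(TPM + 1), a scale that understates the change of low features, called 104 higher and 3080 lower, with 3.27% of the calls higher. Directions are therefore relative to the TMM scaling, and they rest on the group labels as deposited, which the data could not check.

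The calls also differed with feature length. Among 990 tested features under 500 bases, 364 were higher and 284 were lower with EM. Among 2519 features of at least 500 bases, 565 were higher and 1002 were lower. Among 254 features of at least 2000 bases, 24 were higher and 133 were lower. Across features, Spearman's rho between the log2 fold change and the length was -0.140.

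Ranked by the fitted log2 fold change, as the rule had fixed, the first increases were those of BAA10743 and BAA10464. BAA10464 (453 bases) rose from 101 ± 40.5 to 136804 ± 33361 CPM (SD, n = 3 each), with a log2 fold change of 10.40 (SE 0.75, edgeR quasi-likelihood test, adjusted p = 7.54e-07). The log2 fold change was 8.64 with total counts only and 6.96 on the log2(TPM + 1) scale. Its counts were 853, 1936 and 2710 without EM and 9216, 9384 and 27101 with EM, and it was the most abundant feature of the EM-treated group, with a mean of 7.39% of the counts. BAA10743 (294 bases) had 0 counts in all 3 libraries without EM and 36, 8 and 37 counts with EM (edgeR quasi-likelihood test, adjusted p = 3.2e-07). With 3 counts over the group in place of 0, it was at least 5582-fold higher with EM by TMM factors. The limit was 1666-fold with total counts only, 2494-fold without untreated replicate 3 and 3583-fold without untreated replicate 2. Its estimates were fractional, so its reads were shared with another feature and its level is uncertain. These limits do not cover how the shared reads were assigned.

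Ranked in the same way, the first decreases were those of BAD02007 and BAA18372. This order rests on fitted values at 0 counts. With at least 3 counts put in for each group, 5 called features fell by a larger fold than BAD02007 and 8 by a larger fold than BAA18372. BAD02007 (495 bases) had 3156, 15446 and 22001 counts without EM, a mean of 600.3 ± 52.3 CPM (SD, n = 3), and 0 counts in all EM-treated libraries (edgeR quasi-likelihood test, adjusted p = 1.86e-06). With 3 counts over the group in place of 0, it was at least 65.5-fold lower with EM by TMM factors, and at least 33.1-fold lower without EM-treated replicate 3. BAA18372 (1017 bases) had 2311, 13241 and 18047 counts without EM, a mean of 484 ± 79.4 CPM (SD, n = 3), and 0 counts with EM (edgeR quasi-likelihood test, adjusted p = 7.5e-06). It was at least 54.2-fold lower by the same limit, and at least 27.4-fold lower without EM-treated replicate 3. The estimates of both were fractional, so their levels are uncertain as well. Their limits cover counting error only. A 0 could also come from shared reads being assigned to a similar feature, so the true change could be smaller than these limits. The direction of the 4 named features did not change under any of the scalings tried, total counts and TPM included. For those at 0 in a whole group, no scaling could have changed it.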

Values the study reported

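The study called genes with DESeq2 at an FDR of 0.05 and a log2-fold change over 1.0. It listed 21 responsive genes with a possible part in flocculation. For EM-treated cells against untreated cells, it gave log2-fold changes of 6.3 for slr1674, 5.9 for slr2076 (groEL1) and 6.0 for sll1867 (psbA3). The minor pilin genes slr2016, slr2017 and slr2018 had values of − 1.4, − 1.3 and − 1.8 in that comparison. The EM concentration stated for the flocculated co-culture was 10 µM.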

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

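The number of changed features stayed within 1.5 times the main value of 2215 in all 22 alternatives, from 1478 (features of at least 500 bases, where fewer features were tested) to 3185 (limma on log2(TPM + 1) without a filter). Thinning, the length and whole-estimate restrictions, limma-voom with 1 variance per group, and all features for the length and TPM summaries were chosen after seeing the data.

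The direction of the calls was less stable. With total counts only, 349 features were higher and 2462 lower, and 290 of the 2215 main calls had the opposite sign. The limma tests gave 104 higher and 3080 lower on log2(TPM + 1), 103 and 3046 on log2(TPM + 0.1), and 104 and 3081 without a filter, and 725 of the main calls had the opposite sign in each. The median log2 fold change moved from -0.42 to -2.17 with total counts and to -3.85 with log2(TPM + 1). A change of scaling shifts most features together, so the opposite signs largely follow from this shift and do not test single calls. Neither total counts nor TPM corrects for the share taken by abundant features, but whether that share explains the shift was not tested. With features of at least 500 bases only, where fewer features were tested, 835 were lower. These features had 1002 lower and 565 higher calls, with a median log2 fold change of -0.557, when all features were scaled together. Scaled by themselves, they had 643 higher calls and a median of -0.283. The higher and lower calls thus moved with a shift of the scaling. The higher and lower counts stayed within 1.5 times of the main values under the other scalings, filters and tests, DESeq2 (911 higher, 1335 lower) and limma-voom with 1 variance per group (854 higher, 1219 lower) included.

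Leaving out each library in turn gave 1985 to 2219 changed features, and 1882 to 2181 of the 2215 main calls remained, with at most 1 of opposite sign. The lowest number came without EM-treated replicate 3, the deepest EM-treated library. Thinning the libraries without EM to 137655 counts gave 1993 changed features, of which 1948 were among the main calls.

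The share of the first principal component was 93.8% on log2(TPM + 1), 73.5% for the 500 most variable features, 72.5% with median-of-ratios factors, 84.1% with total counts, 74.5% with upper-quartile factors, 71.9% without the 10 most abundant features, 72.2% without a filter and 85.6% after thinning. It was 68.5% to 83.1% with each library left out. The cause was not tested.

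Over all features, the mean Spearman correlation of counts and length was 0.894 without EM and 0.257 with EM, and the ratio of TPM quartiles was 2.16 and 10.98. After thinning, the values without EM were 0.788 and 1.60. The group without EM had the higher correlation and the lower ratio in each case. The cause of the shifts was not tested.

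No sign of pairing by replicate number was seen: deviations of same-numbered libraries from their group means correlated at -0.0721, -0.0793 and 0.0552. The EM-treated libraries had few counts per feature, and counting noise lowers such correlations, so this check cannot rule pairing out. The fit with the replicate number as a block called 2100 features, 893 higher and 1207 lower.

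The 4 named features kept their sign and stayed under the FDR of 0.05 in each of the 17 to 19 alternatives that tested them, with adjusted p from 1.26e-152 to 0.0042. BAA10743, BAD02007 and BAA18372 were at 0 in a whole group, so their sign could not change while the same counts were used. The fit on whole estimates, which bears on shared reads, left these features out. Their stability is therefore no evidence about shared reads. The size of the change was less stable for the 4 named features. For BAA10464 the log2 fold change ranged from 6.96 to 10.78. The lower limit for BAA10743 ranged from 1666-fold to 6608-fold over the 4 scalings and with each library left out. The limits ranged from 33.1-fold to 219-fold for BAD02007 and from 27.4-fold to 182-fold for BAA18372. An offset for effective length was not run because the effective lengths were identical in all libraries, and the fits with a GC offset, with and without the block, were not run because no feature sequences were used here. Depth limits the EM-treated libraries most: their 3 counts correspond to 10.1 to 21.8 unscaled CPM.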

Other observations

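Of the tests here, those on the 10 most abundant features, on whole estimates and levels of the BAD features, and on other splits of the libraries were written before their results were seen. The tests of thinning, exchanged labels, the features lowest with EM, the 25 most abundant features and feature length were chosen after the result was seen, as were the random lists and the levels per base.

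The libraries without EM did not have the shape of the EM-treated ones. Their counts rose with feature length (Spearman's rho 0.832 ± 0.0212, SD, n = 3) and their TPM had a narrow spread. Their TPM was not free of length, as it fell with length across features of at least 500 bases (rho -0.472, -0.450 and -0.456 in replicates 1, 2 and 3). TPM with EM also fell with length, but less closely (rho -0.233, -0.174 and -0.249 in replicates 1, 2 and 3). Counts per base of full length had rho of 0.0774, 0.0328 and 0.0422 with length without EM. With EM these values were -0.134, -0.0909 and -0.147. Greater depth is argued against as the cause, since the mean rho was still 0.788 after thinning to the smallest library. Leaving out the 10 most abundant features gave a mean rho of 0.192 with EM. That decides nothing about abundant features, since 10 of the 2521 features can hardly move a rank correlation. An exchange of 1 library between the groups is argued against as well, as 0 of the 6 libraries correlated better with a library of the other group than with one of their own. An exchange of the labels of both whole groups cannot be told apart from the labels as given, because 0 identifiers were matched to gene names and no marker of EM exposure could be read. The deposited tables of the EM-treated group are named with the letter C and the replicate number, without EM, while those of the untreated group are named as without EM. The study writes C alone for untreated cells, but the titles of the EM-treated samples also begin with that letter, so the names leave the question open. If the labels were exchanged, each direction given above would be reversed.

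A candidate explanation for the even signal is genomic DNA among the reads without EM, as DNA gives each base about the same number of reads whatever the transcription. If so, features nearly silent with EM should be at the ordinary level without EM. Among 2324 features of at least 500 bases outside the BAD identifiers, the 232 features with the lowest TPM with EM had a median TPM without EM of 1.16 times that of the other features (1.12, 1.18 and 1.17 in replicates 1, 2 and 3). With EM the same ratio was 0.1247, which is low because the features were selected on it. The values without EM were above 1 and not at the level that DNA alone would give. Of 10000 random lists of 232 features, 0 were as high in each of the 3 replicates, and 95% of the lists lay between 0.958 and 1.04 in replicate 3. Against random lists matched on length, the ratio was 1.16, 1.22 and 1.21 in replicates 1, 2 and 3, so length does not account for the excess. Its source was not tested otherwise. The test thus leaves DNA open, as it does a transcriptome that is truly more even without EM, and the share of reads per strand, which would separate these, was not analysed here. Library preparation and EM treatment cannot be told apart in this design, as all shallow libraries are EM-treated. Across tested features, the log2 fold change had a Spearman's rho of 0.854 with the level with EM and of -0.272 with the level without EM. The ranking of fold changes thus largely followed the level with EM, whatever the source of the even signal. Each fold change contains both levels, so part of these correlations is built in. If DNA made up most of the untreated counts, the fold changes may largely describe how far each transcript lies above or below an even level.

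Both ends of the EM-treated range were raised in the libraries without EM. The 25 features with the highest TPM with EM, of the same 2324, had a median TPM of 1.48 times that of all in replicate 1 without EM. The ratio was 1.28 in replicate 2 and 1.21 in replicate 3. Of 10000 random lists of 25 features, 0, 20 and 64 were as high in replicates 1, 2 and 3. These lists were not matched on length. TPM fell with length in both groups, so length may account for some or all of this excess. The 232 features lowest with EM had 1.11, 1.16 and 1.15 times the median of all in the same replicates, close to the abundant features in replicate 3. A small RNA part on an even background might raise the abundant features, most in replicate 1, but it would not raise the lowest ones. Of 10000 random lists of 232 features, 0 were as high as the lowest ones in any replicate. Those values argue against this explanation as the cause of both raised ends. It stays open for the abundant features alone, as does an effect of their length. Shared transcription of these features in both conditions, with a real difference between cultures, stays open and was not tested.

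The 369 features whose identifiers start with BAD took 14.1% ± 0.671 of the counts without EM and 4.61% ± 0.234 with EM (SD, n = 3 each). Among features of at least 500 bases, their median TPM was 1.65 ± 0.116 times that of the other features without EM and 0.660 ± 0.200 times with EM (SD, n = 3 each). Reads shared between similar features are argued against as the cause, as the ratio without EM was 1.56 ± 0.112 (SD, n = 3) over features with whole estimates. A higher DNA copy number of this block might raise it whatever its transcription. Without EM, BAD features at or below the median BAD TPM with EM had 1.49 ± 0.0726 times the TPM of other features, against 1.76 ± 0.122 for those above it (SD, n = 3 each), which fits that reading in part. What the identifiers have in common is not stated in the tables, and an effect of EM on these features stays open.

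Long features were called lower more often than short ones. Untreated counts that follow length might contribute. The log2 fold change fell weakly with length across features (Spearman's rho -0.140), but this restates the pattern and does not test its source. A response of short genes to EM stays open as well.

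The real grouping gave 2215 called features, and the 9 other splits of the 6 libraries into 3 and 3 gave 0 each by edgeR, with 0 to 18 features at an unadjusted p under 0.05. Only 1 of the 10 splits thus gave as many calls. With 10 splits the share cannot be under 0.1, and each of the other 9 splits also mixes the groups. That widens the spread within them and lowers their calls, so this test cannot decide about chance. Other values argue against chance differences between like libraries. Spearman's rho of the counts was 0.820 or more within the groups and 0.220 or less between them. CPM did not overlap for 76.9% of the tested features, where chance gives 10%. These values do not show that EM caused the difference.

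Among 3514 features, 2 had 0 counts in all 3 libraries without EM, which hold 35949622 counts together. These were BAA10743, with 81 counts with EM, and BAD01910 (1017 bases), with 2 counts with EM, the latter chosen after its values were seen. The EM concentration in the labels is 5 µM. That is lower than the concentration quoted from the study above for the co-culture.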
